A study of Homo sapiens with 4 samples. Its data were reported in "GATA3 Mediates a Fast, Irreversible Commitment to BMP4-Driven Differentiation in Human Embryonic Stem Cells" (2020).

How the data were processed

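H1 human embryonic stem cells (hESC), an established pluripotent line, were treated with BMP4 at 50 ng/ml for 6 h, and chromatin bound by the transcription factor GATA3 was recovered with an antibody and sequenced (ChIP-seq). The series held 4 samples per the labels, 2 GATA3 ChIP replicates and 2 input chromatin samples. A peak file of each ChIP replicate was analysed. Signal tracks and reads of the ChIP and input samples were not analysed here, and there was no untreated GATA3 ChIP sample in the comparisons.

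According to the study's methods, the authors trimmed adapters with cutadapt, aligned the reads to hg38 with bowtie, removed duplicates with Picard, and excluded multiply mapped reads and regions on the ENCODE blacklist. Peaks were called with MACS2 in each replicate against its own input, so the lists were made separately and could be compared by overlap. Each deposited file gave 1 base position per peak and a gene name chosen by the authors, with no peak width, score, fold or q-value. The position was written as both start and end in every line. Neither the reduction of a peak to 1 position nor the counting of bases from 0 or 1 was stated, so positions carry an uncertainty of at least 1 bp and are printed as deposited. Of the positions, 1.56% in replicate 1 and 2.15% in replicate 2 fell between 2 bases. A position listed for more than 1 gene was counted once, which removed 7 and 5 lines. Read depth could not be read from these files. The confidence intervals are 95% Wilson intervals and cover counting error over positions only.

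Positions on the 24 chromosomes 1 to 22, X and Y were compared with hg38 sequence and with GENCODE release 44. Of the authors' gene names, 58.9% and 59.5% were in that annotation, and of these 86.1% and 85.8% were the gene with the nearest transcription start site (TSS). Distances were computed anew from GENCODE, and the authors' names were used only for the scaffolds. Analyses were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6. Sequence matches among windows were found with blastn 2.17.0.

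A minimum overlap of 1 bp had been chosen before the data were examined, and it had no meaning for single positions. The main setting was therefore the alternative listed at the same time, positions of the replicates within 100 bp of each other. Linked positions formed a shared region, centred on the mean of its replicate positions. Chance was measured by placing the positions of the other replicate at random 1000 times on the same chromosomes outside assembly gaps (one-sided permutation test, smallest possible p 0.001). Each region centre was classed as promoter (within 1 kb of a protein-coding TSS), exon, intron or intergenic, in that order, and compared with 1000 random placements of the regions.

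Motifs were counted on both strands in the 200 bp around each position and compared with 5 random windows per position from the same chromosome, matched within 2.5 percentage points of GC content and more than 500 bp from any position, by two-sided Fisher's exact tests. In the motif consensus, W is A or T, R is A or G, S is C or G, Y is C or T, K is G or T and N is any base. A panel of 13 motifs was tested with Benjamini-Hochberg adjustment over the panel. A consensus names a family of proteins, not 1 protein. Gene lists taken from the study's text were compared with 10000 random lists of protein-coding genes matched on the decile of the distance to the nearest other TSS (one-sided permutation tests, adjusted over the 4 lists). Genes named are the 24 list genes and BMPR1A, each with its nearest shared region, and all positions within 50 kb of the TSS of GATA3 and BMP4. The TSS was the 5′ end of the GENCODE gene.

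The tests were tried on simulated data. In 12782 simulated positions of which 60% were jittered copies of the other list, the share recovered was 60.1%, and with 0% copied it was 0.141%. A planted promoter share of 11.1% among 9000 positions was recovered as 11.2%. A planted WGATAR share of 68.1% among 2999 windows was recovered as 67.5%, and 0 of the 13 panel motifs were called among those windows when none was planted. Among 200 random lists of 7 genes with no effect, 1.50% passed p under 0.05. Those lists were not matched on TSS distance and the simulated regions were placed at random. The error rate of the matched test was therefore not measured. The simulated copies lay almost all within 100 bp, so pairs farther apart were not simulated.

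Alternatives to the distance, the motif window, the background, the definition of the promoter and the gene distance were tried, and each replicate's list was used alone. Tests that needed a score or width could not be run on these files: correlation of scores between replicates, scores of shared against unshared peaks, and the naming of the 10 regions with the best score. Positions on unplaced scaffolds were left out of the comparisons and are described in the closing section.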

Results

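GATA3 binding in H1 hESC was mapped after 6 h of BMP4 treatment in 2 ChIP-seq replicates. The file of replicate 1 listed 18538 distinct positions and that of replicate 2 listed 12865. On the chromosomes there were 18456 and 12782 positions, a ratio of 1.44 between the replicates. Neighbouring positions were a median of 87.7 kb apart in replicate 1 and 128 kb apart in replicate 2. The depth of the libraries could not be derived from these files, so the difference in number was not compared with depth. Input chromatin entered only through the authors' peak calling.

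The first comparison was between the replicates, because the study carried forward only peaks found in both. Of the positions in replicate 1, 49.6% (95% CI 48.8 to 50.3) lay within 100 bp of a position in replicate 2. In the other direction the share was 71.5% (95% CI 70.8 to 72.3) of replicate 2. Random placement gave a mean of 0.0917% and a maximum of 0.184% for replicate 1, and a mean of 0.130% and a maximum of 0.227% for replicate 2. The one-sided permutation p was 0.001 in both directions, the smallest that 1000 placements can give. Matched positions were a median of 23 bp apart, with an upper quartile of 43 bp. The pairs formed 9145 shared regions, leaving 9311 unshared positions in replicate 1 and 3637 in replicate 2. Shared regions were 41.4% of the 22093 distinct locations in the lists. At 50 bp the shares were 40.1% and 57.9%.

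**Figure D1:**
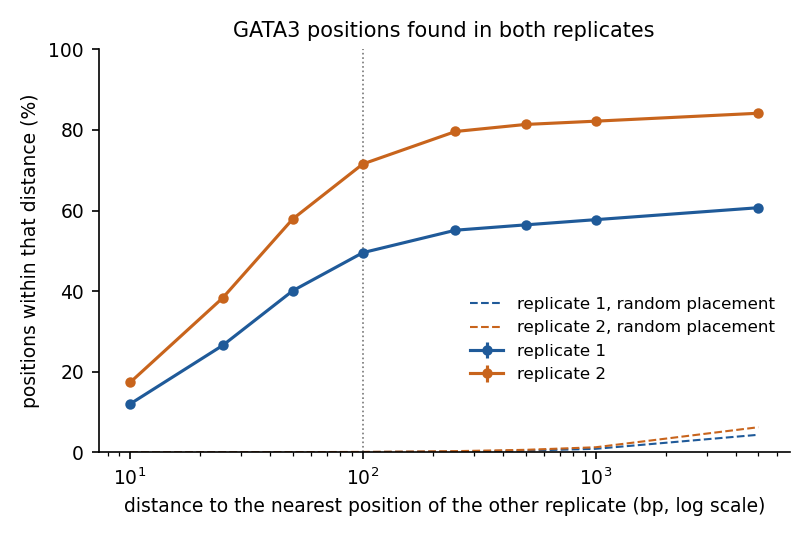
Share of the positions of each replicate (%, vertical axis) that had a position of the other replicate within a given distance (bp, horizontal log axis), with 95% Wilson intervals that are mostly smaller than the points; dashed lines are the means of 1000 random placements and the dotted line marks 100 bp. Replicate 1 rose from 12.0% at 10 bp to 56.4% at 500 bp and replicate 2 from 17.4% to 81.3%, both far above random placement.

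The next comparison asked where the shared regions lay relative to protein-coding genes. Promoters held 4.72% of them (95% CI 4.31 to 5.18), against 1.23% ± 0.116 (SD of random placements), a ratio of 3.83 (one-sided permutation p 0.001, the smallest possible). Promoters defined within 5 kb of a TSS gave a ratio of 2.01, the largest change among the alternatives. Exons held 2.67% against 3.38% of random placements, fewer than in any placement. Introns held 41.3% against 40.7%, which was not distinguishable from random placement (one-sided permutation p 0.109). Intergenic sequence held 51.3%, fewer than the 54.7% of random placements (one-sided permutation p 0.001). Each region was instead shifted by 100 to 500 kb, in 200 draws. The intergenic share then no longer differed from chance (one-sided permutation p 0.159). The intron share was below it (ratio 0.953, one-sided permutation p 0.005, the smallest possible with 200 draws). The median distance of shared regions from a TSS was 72.6 kb, against 91.5 kb for random placements. The full list of replicate 1 had a promoter share of 4.78%, inside the interval of the shared regions. That of replicate 2 had 5.27%, slightly above the interval. Unshared positions were also at promoters more often than random placements, with 4.82% in replicate 1 and 6.63% in replicate 2.

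GATA proteins bind the sequence WGATAR, and its frequency was compared between shared regions and the genome. In 200 bp windows, 82.0% of shared regions (95% CI 81.2 to 82.8) held at least 1 WGATAR, against 31.0% (95% CI 30.6 to 31.4) of GC-matched windows, a ratio of 2.64. The two-sided Fisher's exact p was below the smallest number the software can hold. The stricter AGATAA was in 51.6% of shared regions and 11.6% of matched windows. In windows of 100 bp the WGATAR ratio was 4.11. Taken alone, replicate 1 had WGATAR at 77.3% of its positions and replicate 2 at 77.5%. Within replicate 1, 81.7% of shared and 72.9% of unshared positions held WGATAR (odds ratio 1.66, Fisher's exact p 3.7e-46). Within replicate 2 the shares were 81.7% and 67.0% (odds ratio 2.20, Fisher's exact p 1.3e-68). Pooled over quintiles of GC content the odds ratios were 1.73 and 2.17. With positions shared within 500 bp they were 1.27 and 1.74. WGATAR sites were concentrated at the positions: 12.7 per kb in the central 40 bp of shared regions and 2.39 per kb in the outer flanks. The central density was 7.80 per kb at unshared positions of replicate 1 and 7.07 per kb at those of replicate 2. Shared regions were centred on the mean of their replicate positions, and some unshared positions had a partner beyond 100 bp. Part of the difference in central density may therefore come from how the sets were defined.

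**Figure D2:**
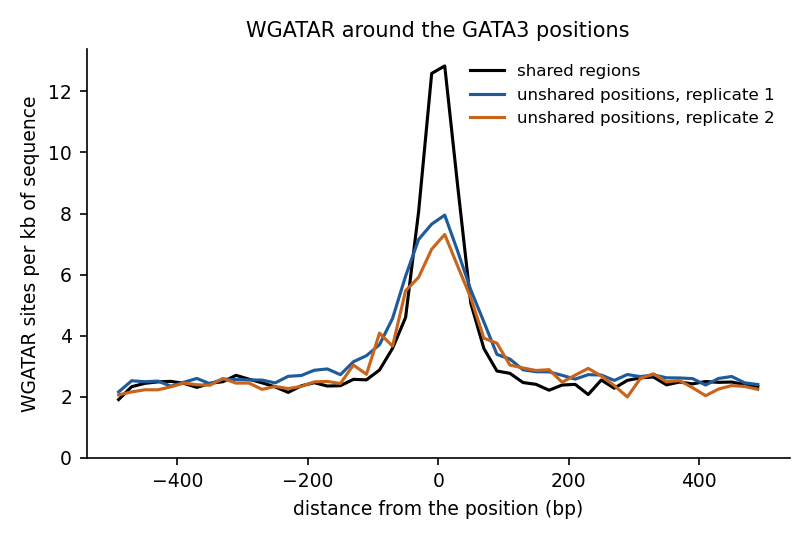
Density of WGATAR sites on either strand (sites per kb, vertical axis, in bins of 20 bp) by distance from the position (bp, horizontal axis) for shared regions and for unshared positions of each replicate. All 3 lines peak at the position, and shared regions have the highest and narrowest peak, with a density 5.33 times that of their outer flanks. Shared regions are centred on the mean of their replicate positions, so part of that difference may come from the definition.

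The motif panel asked which other protein families have recognition sequences at the shared regions. Of 13 motifs, 10 were more frequent at shared regions than in GC-matched windows at an adjusted p under 0.05, 2 were less frequent and 1 did not differ. The 10 included WGATAR itself, the composition control RATAGW and the AP-2 consensus GCCNNNGGC, which had a ratio of 1.13 (adjusted p 0.0289) and no longer differed in 100 bp windows (adjusted p 0.105). In 200 bp windows 2 of the 13 had a larger ratio than WGATAR: the CTCF consensus CCASYAGRKGGC, at 0.700% of regions against 0.103% (ratio 6.81), and the octamer ATGCAAAT, bound by POU factors, at 5.10% against 1.58% (ratio 3.22). In 100 bp windows the octamer ratio was 3.59, below the 4.11 of WGATAR. Because WGATAR was already in 31.0% of matched 200 bp windows, its ratio has a far lower ceiling than those of rare motifs. The order of these ratios is therefore not an order of how strongly the motifs were enriched. The SOX consensus ACAAWGG had a ratio of 1.89, the AP-1 consensus TGASTCA 1.72 and the TEAD consensus GGAATG 1.60. The GC box GGGCGG had a ratio of 1.47. The SMAD element GTCTG was at 36.1% of shared regions and 31.6% of matched windows, a ratio of 1.14. That is below the ratio of 1.18 for RATAGW, the reversed WGATAR that was meant as a composition control. RATAGW is not free of GATA sites, since GATAGW after A or T is also a WGATAR match. Its ratio therefore cannot decide whether that of GTCTG exceeds an effect of composition. Against random windows not matched on GC the order was the opposite, with 1.29 for GTCTG and 0.971 for RATAGW. The SMAD1/5 consensus GGCGCC did not differ (ratio 1.12, Fisher's exact p adjusted over the panel 0.166). It did against unmatched windows (ratio 1.36, adjusted p 3.7e-04) and in 100 bp windows (ratio 1.32, adjusted p 0.0225). The T-box consensus TCACACCT and the E-box CACCTG were less frequent, with ratios of 0.350 and 0.738. Against unmatched windows the E-box ratio was 0.953 and no longer differed from 1 (adjusted p 0.0959). With GC matching, the ratios were nearer 1, at 0.642 and 0.918, when windows with repeated sequence were left out.

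**Figure D3:**
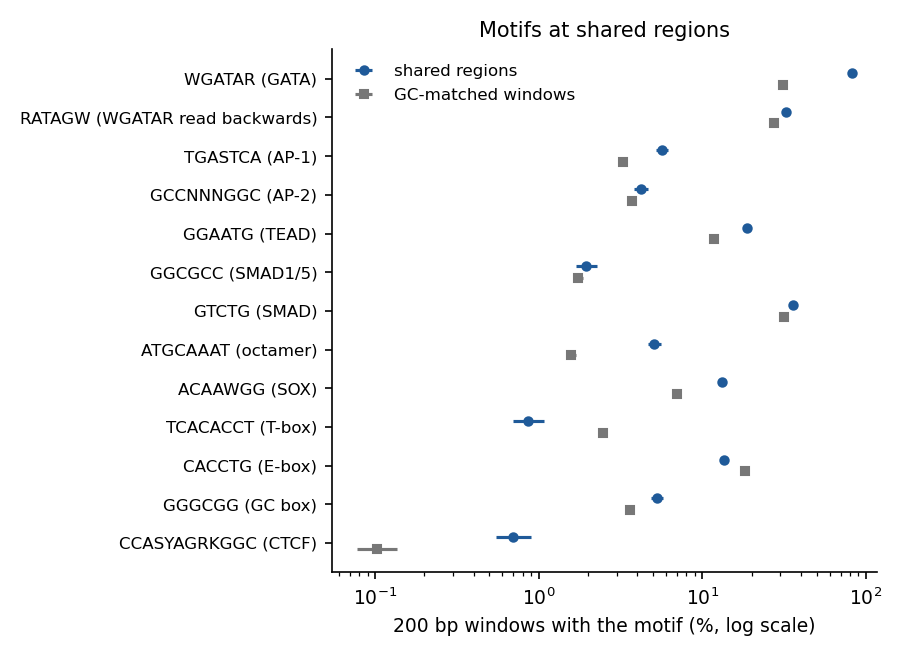
Share of 200 bp windows that held each of the 13 motifs (%, horizontal log axis) in shared regions (circles) and in GC-matched random windows (squares), with 95% Wilson intervals. WGATAR stands at 82.0% against 31.0%, and TCACACCT and CACCTG are the motifs with the circle left of the square.

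Gene lists from the study's text were used to ask whether genes followed in that work had GATA3 binding nearby. Across the genome 5452 of 20033 protein-coding genes (27.2%) had a shared region within 50 kb of the TSS. The ChIP-qPCR genes are the 7 tested in the study by GATA3 ChIP-qPCR: GATA3, BMP4, HES1, CDX2, SNAI2, ISL1 and FOXC1. All 7 had one, against a mean of 2.14 in random lists (one-sided permutation p 3.0e-04, adjusted over the 4 lists 0.0012). BMPR1A, tested there by SMAD1 ChIP-qPCR, was in no list and had no shared region within 50 kb. That list may have been chosen on these libraries and is then not independent evidence. Among early BMP4 response genes 2 of 5 had a region, GATA2 and ID1, against 1.52 in random lists (permutation p 0.480, adjusted 0.514). The study's text names its early genes as examples of a larger set, which was not tested. Among lineage markers 3 of 9 had one, MIXL1, EOMES and TBX3, against 2.62 (permutation p 0.514, adjusted 0.514). The region nearest to the TSS of each of these 3 genes held 0 WGATAR sites in its 200 bp window. Among pluripotency genes 2 of 3 had one, SOX2 and POU5F1, against 0.794 (permutation p 0.178, adjusted 0.356). Each gene was put in 1 list only, so GATA3 and HES1, early genes in the study's text, and the lineage marker CDX2 counted as ChIP-qPCR genes. With them added, 4 of 7 early genes had a region against 2.18 in random lists (permutation p 0.145), and 4 of 10 lineage markers against 2.85 (permutation p 0.313). The study also calls ISL1 and FOXC1 specific to lateral mesoderm. Both had a region, but they were not added to the lineage markers. MESP1, a further mesoderm marker it names, was in no list. Lists of 3 and 5 genes give these tests little power. The list of lineage markers depended on the replicate, since 6 of its 9 genes had a position of replicate 1 within 50 kb, against 4.27 in random lists, and 4 had one of replicate 2, against 3.37.

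Shared regions lay close to several TSSs. The region nearest to ISL1 (chromosome 5, position 51383362 in replicate 1 and 51383455 in replicate 2) was 0.0395 kb upstream of its TSS. For HES1 (chromosome 3, 194136079 and 194136057) the distance was 0.080 kb upstream, for CDX2 (chromosome 13, 27969436.5 and 27969418) 0.112 kb upstream, and for TBX3 (chromosome 12, 114684455 and 114684477) 0.291 kb upstream. The nearest region to SNAI2 (chromosome 8, 48922144 and 48922194) lay 0.429 kb upstream and that of FOXC1 (chromosome 6, 1613781 and 1613772) in the 3′ untranslated region of its exon 1. A region 2.37 kb upstream of the GATA2 TSS (chromosome 3, 128495564 and 128495582) was 1 of 5 shared regions within 50 kb of that gene. The SOX2 region (chromosome 3, 181716827 and 181716773) was 4.88 kb downstream of the TSS. In 200 bp windows, the nearest regions of HES1, TBX3, MIXL1, EOMES and POU5F1 held 0 WGATAR sites. Those of ISL1, CDX2, SNAI2, FOXC1, GATA2, ID1 and SOX2 held at least 1. The nearest shared region of the remaining genes without one within 50 kb was between 97.3 kb (BMPR1A, in its intron 2) and 521 kb (GATA4) from the TSS.

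Binding at GATA3 itself and at BMP4 was examined because the study considers feedback by GATA3. In hg38, GATA3 spans chromosome 10 from 8045378 to 8075198 on the plus strand, and its canonical transcript starts at 8054688. Within 50 kb of the gene's 5′ end, replicate 1 had 7 positions and replicate 2 had 6, which formed 6 shared regions. In replicate 1 the shared positions were 8027055 and 8038009, both upstream of the gene, 8046508, 8048195 and 8048771.5, inside the gene but upstream of the canonical transcript, and 8063413 in intron 3. Their distances from the canonical start were -27.6, -16.7, -8.18, -6.49, -5.92 and 8.72 kb. WGATAR was within 100 bp of 5 of the 6. At 8038009 the nearest site was AGATAA at 8037985 to 8037990, in the sequence ACAGATGAGCAGATAAGGTAGTCACC (8037975 to 8038000). The region at 8046508 had 0 WGATAR sites in its 200 bp window. The unshared position of replicate 1 was 8035551, 2427 bp from the nearest position of replicate 2.

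BMP4 spans chromosome 14 from 53949736 to 53958761 on the minus strand, and its canonical transcript starts at 53956825. There was 1 shared region within 50 kb, at 53952536 in replicate 1 and 53952481 in replicate 2, in intron 2. It held 2 WGATAR sites, the nearer being CTATCT at 53952527 to 53952532 in the sequence GTCCTAACTGCTATCTGGGCCATGAT (53952517 to 53952542). A pair of positions upstream, 53982870 in replicate 1 and 53983068.5 in replicate 2, was 198.5 bp apart and so counted as unshared at 100 bp. Replicate 1 had a further unshared position at 53943442 and replicate 2 at 53980204.

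**Figure D4:**
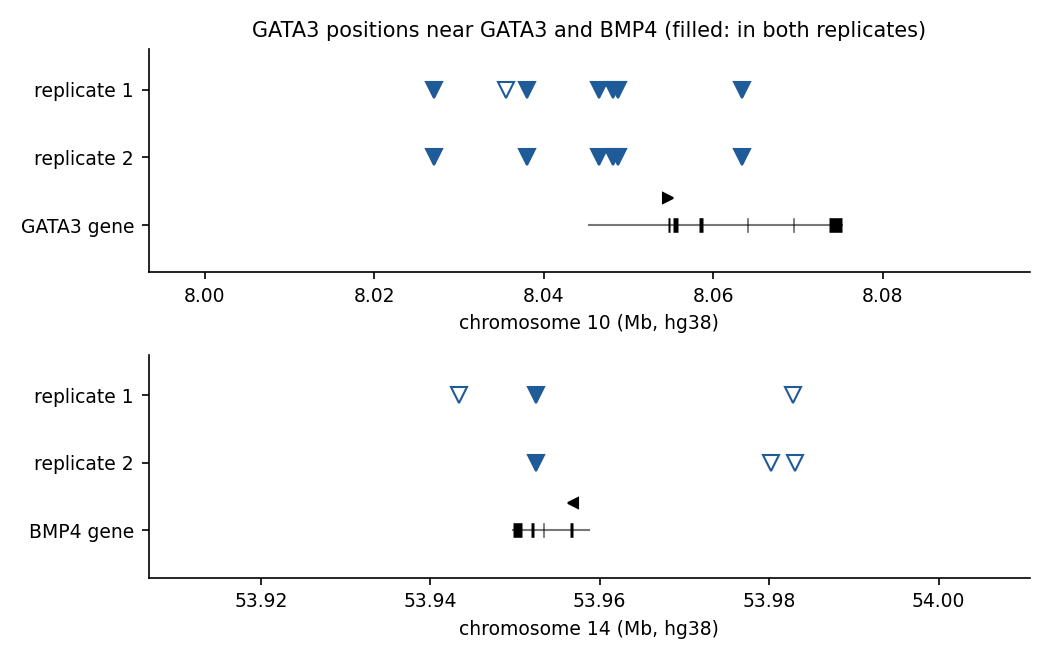
GATA3 ChIP positions of each replicate (triangles, filled when shared within 100 bp and open when not) around GATA3 and BMP4 (horizontal axes, Mb of hg38); thin lines are the genes, blocks the exons of the canonical transcript and arrowheads its start and direction. GATA3 has 6 shared regions and BMP4 has 1.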

Values the study reported

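The study reported 17165 and 13577 GATA3 peaks in the replicates. It gave a mean of 26.5 M aligned reads for the GATA3 ChIP and input samples, and a fraction of reads in peaks above 5%.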

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

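The comparisons of scaffold positions with scaffold length were chosen after the positions on scaffolds had been seen, as was the test on ribosomal gene names.

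Both replicates had positions on unplaced or unlocalised scaffolds, which no comparison of the report used: 82 in replicate 1 and 83 in replicate 2. They drew attention as a signal outside the compared data, and no control positions were analysed here. Over all 169 scaffolds of the assembly there were 7.47 positions per Mb in replicate 1 and 7.56 in replicate 2, which is 1.19 and 1.74 times the density on chromosomes. Of replicate 1's positions on scaffolds, 42 (51.2%) were within 100 bp of one of replicate 2. WGATAR was in the windows of 30.5% of them (95% CI 21.6 to 41.1) in replicate 1 and 28.9% (95% CI 20.3 to 39.4) in replicate 2, against 82.0% of shared regions. That argues against binding of the kind seen at shared regions for the set as a whole.

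A candidate explanation is that reads from repeated ribosomal DNA were stacked on the few copies in the assembly. The authors had removed multiply mapped reads and blacklisted regions, and the effect of that step on these copies was not tested. The test set at first was whether most scaffold positions carried the authors' name of a ribosomal RNA gene. The share was 52.4% in replicate 1 (95% CI 41.8 to 62.9), which left that replicate undecided, and 71.1% in replicate 2 (95% CI 60.6 to 79.7). Because of the wide interval of replicate 1, ribosomal DNA as the source of most of its scaffold positions cannot be told apart from a mixed origin. In replicate 2 the whole interval lay above 50%, the value that source would need, in a test chosen after the names had been seen. A further test, added once that result was known, compared position with length. The 2 scaffolds with ribosomal names make up 3.11% of the length of all scaffolds and held 52.4% of the positions in replicate 1 and 71.1% in replicate 2, so the positions were not spread by length. On these 2 scaffolds WGATAR was in 14.0% and 15.3% of windows. On the other scaffolds it was in 48.7% of 39 windows in replicate 1 (95% CI 33.9 to 63.8) and 62.5% of 24 in replicate 2 (95% CI 42.7 to 78.8). Over all scaffolds but the 2, the density was 0.584 times that of chromosomes in replicate 1 (95% Poisson interval 0.415 to 0.798) and 0.519 times in replicate 2 (0.332 to 0.772), so the excess per Mb lay on the 2 scaffolds. The design has no second group of ChIP samples, so no explanation by a difference between groups was tested.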

How the results depend on the processing

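The alternatives for the distance of 50, 250 and 500 bp, thinning, joined gene lists, shifted regions, canonical transcripts and GC quintiles were chosen after seeing the data; the others were listed before. No paired analysis was possible because input samples have no file that was analysed here and no test compares groups that share replicate numbers.

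Among the alternatives, 3 values were weaker, 3 stronger, 6 reversed and 9 moved, and the others, 38 of them for single motifs, kept their direction and side of the threshold or stayed within their spread. The panel count was 10 with unmatched background and in 100 bp windows too, but GGCGCC took the place of RATAGW in the former and of GCCNNNGGC in the latter. The shares of positions in both replicates ran from 40.1% to 56.4% of replicate 1 and from 57.9% to 81.3% of replicate 2, above random placement at each distance, and the shared regions from 7402 to 10292. Thinning replicate 1 to the size of replicate 2 is not counted, since its outcome follows from the sizes of the lists.

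The intron share, with a ratio slightly above 1 that did not differ from chance, had a ratio below 1 when regions were shifted (0.953, permutation p 0.005), with promoters of 5 kb (0.976, p 0.042) and with TSSs of all genes (0.995, p 0.322, not different from chance). Each of these p came from the one-sided tail on the side that its ratio took, so 0.042 is weak evidence of a difference. The intergenic share was weaker with shifted regions (0.991). Using 1 replicate at a time, the intron ratio ran from 0.995 to 1.00, the promoter ratio from 3.87 to 4.25, the WGATAR ratio from 2.44 to 2.5, the panel count from 9 to 11 motifs and lineage markers with a region from 4 to 6. With unmatched background the reversed control RATAGW had a ratio of 0.971 (Fisher's exact adjusted p 0.0762). Within 100 kb, 2 early genes and 3 lineage markers had a region, fewer than the means of 2.39 and 4.17 in random lists, and neither list differed from random ones at either distance. Within 10 kb, 2 pluripotency genes had one, past the threshold (permutation p 0.0209, not adjusted). The cause was not tested.

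Not run, for lack of scores and widths: reciprocal overlap, the better-scoring part of each list, lists of equal length by score, width in place of score, matching on score, and both results on scores. The files carry no depth, so weak sites in replicate 2 cannot be separated from absent ones.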

Other observations

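The search over short words, the comparison of spacings between GATA sites, the comparison of positions that fall between 2 bases the shift test on the ChIP-qPCR genes alone and the octamer test without WGATAR and repeats were chosen after the results were seen.

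The number of positions was above the peak number given by the study in replicate 1 and below it in replicate 2. The reason is not stated and was not tested.

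Unshared positions were not like random sequence. WGATAR was 2.29 times as frequent at unshared positions of replicate 1 as in GC-matched windows, and 2.21 times at those of replicate 2. These ratios argue against false calls as the whole of either set. An unknown part may still be false calls, since both shares were below that of shared regions.

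Some shared regions lay at small RNA genes. There were 52 within 500 bp of a small nuclear, nucleolar, Cajal body or miscellaneous RNA gene, against a mean of 18 and a maximum of 31 in random placements (permutation p 0.001, the smallest possible). Small nuclear RNA genes accounted for 36, against a mean of 6.60 and a maximum of 16. The other classes stayed within random placement. Nucleolar genes had 6 against a mean of 2.97 (maximum 14), miscellaneous RNA genes 10 against 8.17 (maximum 20) and Cajal body genes 0. WGATAR was at 40.4% of the 52 (95% CI 28.2 to 53.9), at 82.2% of the other shared regions and at 29.2% of GC-matched windows. These values argue against chance placement for the set and for small nuclear RNA genes, but not for the other classes taken alone. They also argue against binding as at the other regions for the set as a whole. Open, and not tested, are open chromatin at highly transcribed genes and reads shared between copies of these genes. The authors had removed multiply mapped reads, and the effect of that step here was not tested.

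Promoter regions carried the motif less often: WGATAR was in 64.8% of the 432 shared regions at promoters. Of shared regions without WGATAR, 9.23% were at promoters, against 3.73% of those with it. Within GC quintiles the odds ratio was 1.74 (95% CI 1.40 to 2.16), so GC content at that resolution was not the whole cause. Differences in GC content inside a quintile remain, so GC content alone is not excluded. A contribution of GC content is likely, since the odds ratio without that adjustment was 2.62.

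The octamer ATGCAAAT was not found only beside GATA sites. In shared regions without WGATAR it was at 7.04% (95% CI 5.90 to 8.38), a ratio of 5.0 to GC-matched windows, and in those with WGATAR at 4.67%, a ratio of 2.88. The CTCF consensus had a ratio of 8.63 without WGATAR and 6.25 with it. Part of the octamer regions are copies of repeated sequence: 104 of the 466 were similar to 5 or more others (80% identity over 100 bp), and 1 linked set of 94 regions held it in 86.2% and WGATAR in 58.5%. Such copies are not the whole cause, since without windows of that kind the ratio was 3.23, and 7.45 in regions that also lacked WGATAR (Fisher's exact p 5.7e-13). It may be that part of the shared regions are sites of open chromatin used by other factors. No untreated sample was compared, so this stays a hypothesis.

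Words of 7 bases were ranked by the z score of the difference in share between shared regions and matched windows. Of the first 20, 15 held GATA, led by AGATAAG at 27.0% against 2.58%, a ratio of 10.5. Lower in that order, ACCGGTC had a larger ratio of 17.8. Of the 206 regions with it, 88.3% (95% CI 83.2 to 92.0) matched at least 5 of the others, which is what copies of 1 repeated sequence would give. The largest set of windows linked by matches had 420 regions on 24 chromosomes, of which 97.9% held WGATAR. Its repeat family was not identified, as no repeat annotation was used here. Repeated windows as a class were not in excess: 16.2% of shared regions and 21.6% of background windows matched 5 or more others. A candidate explanation for the 420 is a dispersed repeat that carries a GATA site. Multiply mapped reads had been removed by the authors, and any bias of that step on such copies was not tested.

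Fixed spacings between a GATA and a further GAT stood out among 26 arrangements. GATA followed by an inverted copy after 3 bases was at 18.1% of shared regions and 1.04% of matched windows, a ratio of 17.4. After 2 bases the ratio was 10.9, and for copies in the same direction 1 base apart it was 8.79, while the median of the other 23 arrangements was 2.13. Copies of repeated sequences are not the whole cause of the spacing of 3, since without repeated windows the ratio was 15.5. An inverted spacing of 7 fell from 5.60 to 1.92 in the same step. Paired sites bound together are a candidate explanation that these lists cannot test.

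The lower frequency of the T-box and E-box consensus may come in part from repeats in the background. Windows with a word of the Alu repeat were 0.820% of shared regions and 6.26% of background windows. Without them the ratio was 0.429 for TCACACCT and 0.823 for CACCTG. Without all windows similar to 5 or more others it was 0.642 (Fisher's exact p 0.0039) and 0.918 (Fisher's exact p 0.034). Both stayed below 1, so repeats found in these ways are not the whole cause, and most of the difference in CACCTG went with them.

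All 7 ChIP-qPCR genes had a shared region within 50 kb. When regions were shifted by 100 to 500 kb, a mean of 1.71 and at most 5 of the 7 did. Together with the lineage markers the count was 10 of 16 genes, against a mean of 4.23 and a maximum of 9. The ChIP-qPCR genes may have been picked for a peak in these libraries. That would fix the 7 of 7 and, through it, most of the 10 of 16. It would not fix the lineage markers, of which 3 of 9 had a region against 2.62 in random lists. The shifted mean of 1.71 cannot be set against the 2.14 of random lists, where regions stayed in place and kept their excess near TSSs. Whether the surroundings of the 7 genes were richer in regions was therefore not tested. At most 5 of the 7 had a region after shifting, which would argue against regional density alone for a list chosen independently. If the 7 genes were picked for a peak, their count was fixed and this comparison cannot decide. Selection of that list and binding directed to these genes cannot be told apart.

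Positions that fall between 2 bases behaved differently from whole ones. In replicate 1, 37.5% of 288 such positions were shared and 47.2% had WGATAR, against 49.7% and 77.8% of whole positions. In replicate 2, 39.9% of 271 were shared and 51.7% had WGATAR, against 72.2% and 78.1%. How such positions were made is not stated, and no explanation was tested.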
